A study of Hydra vulgaris with 113 samples.

How the data were processed

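The study followed the first hours of regeneration in the freshwater polyp Hydra vulgaris. Per the labels, polyps were cut across the middle of the body column and the wound ends of the pieces were collected at 0, 3, 8 or 12 h. The lower piece regenerates a head and the upper piece a foot, so that the collected tips are called head regenerates and foot regenerates here. Polyps were either untreated or kept in iCRT14, an inhibitor of the interaction of TCF with β-catenin in canonical Wnt signalling, at 5 µM from 2 h before amputation until collection. Each library was made from pooled tips. RNA-seq measured polyadenylated RNA in 42 libraries (14 groups of 3, with none at 3 h in iCRT14). ATAC-seq, which tags open chromatin with a transposase, was made for 71 libraries (16 groups of 3 to 5). Samples were put into their 30 groups by side, time, treatment and assay from the sample titles, and each table column was matched to a sample by its name. No column was left unused.

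The RNA-seq table gave estimated counts, which per the file headers came from gene-level result files of the kind RSEM writes. It covered 33820 gene models. In all, 24.8% of its values were not whole, and all values were rounded to whole numbers for the count models. Of these gene models, 1844 had no count in any library. The aligner, the annotation version and any filter were not stated. Per the labels' protocols, the TruSeq kit was used for 18 RNA libraries and the KAPA kit for 24. TruSeq covered the untreated 0, 3 and 8 h groups, and KAPA covered the untreated 12 h groups and all iCRT14 groups. Head and foot libraries of the same time and treatment shared a kit. Both kits keep strand, but how the counting used strand was not stated. Reads that match more than one gene model are shared out in estimated counts, so that values of near-identical gene copies are uncertain.

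The ATAC-seq table gave whole-number counts of reads in a consensus set of 115968 peaks over all 71 libraries, as the authors deposited it. A second deposited table held a peak set of 106568 peaks for the 36 untreated libraries. The smallest deposited count was 1 in every library set, and 3.94% of values were listed as 1. Whether 1 was added to each count was not stated. Among values from 2 to 21, 63.2% were even, against 55.3% of the whole values in the RNA table. Counting both mates of a fragment gives an excess of even counts. If 1 was added, however, the even values listed stand for odd counts, and the excess does not show that mates were counted. Whether counts are independent molecules is therefore open, and error models cover counting and replicate error only. Peak widths ran from 143 to 6053 bp (median 569 bp) on 4010 scaffolds. Peak positions are printed as they stand in the deposited interval table, with its scaffold names. Whether they count from 0 or from 1, and the genome build, were not stated. Each interval also carried a score, which was 1 less than the count of the first library in all 115968 peaks. An added 1 would give this, and the score was not used.

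The third kind of file held deviation scores, one per motif and library, for 332 motifs. The deposited score tables cover all 71 libraries, or the 36 untreated libraries, and each score is relative to the libraries of its own table. Per the file headers, the motifs carry Homer names and the alignments had been shifted before scoring, as is usual for the transposase offset. The tool and the scale of the score were not stated. Scores ran from -11.8 to 13.1, with positive values where peaks that hold the motif were more accessible than in the other libraries.

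Library totals ran from 13.5 to 44.1 M counts for RNA-seq (median 19.0 M) and from 4.73 to 42.3 M counts in peaks for ATAC-seq (median 13.6 M). ATAC-seq depth differed between groups: the median was 37.0 M for untreated tips at 3 h, 25.6 M for untreated tips at 0 h, and 7.82 M for iCRT14 tips at 8 h. Expression and accessibility are printed as CPM, the deposited counts scaled to TMM-adjusted library size. Replicate pairs were compared for repeated deposits by a chi-square of their counts. No 2 replicates were identical, and the smallest chi-square per degree of freedom was 2.61 over 42 RNA pairs and 2.16 over 126 ATAC pairs. If both mates of a fragment were counted, this value would be raised for a library sequenced again as well. For ATAC-seq the check therefore cannot rule out such repeats. All libraries were counted as separate replicates.

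Counts were tested with edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) after filterByExpr and TMM scaling. The fit took all libraries of an assay with 1 mean per group, which left 20894 gene models and 108934 peaks. Deviation scores were tested with limma 3.58.1 on all 71 libraries in the same way. P-values were adjusted by Benjamini-Hochberg within each comparison, with calls at an adjusted p below 0.05. All tests were two-sided. A difference of differences (side by time, or side by treatment) was tested as a contrast of 4 group means. Comparisons across kits that do not cancel the kit (untreated against iCRT14 at 0 and 8 h) were not made for RNA-seq, and the untreated comparisons of 12 h with 0 h are given with that limit. The share of the head-foot difference kept in iCRT14 at 12 h was measured in held-out replicates. Features were called without replicate k, their median signed log2 difference was read in replicate k with a pseudocount of 0.5 CPM, and the iCRT14 value was divided by the untreated value. Enrichment of bZIP motifs was tested by Fisher's exact test against all other scored motifs. The groups, tests, fixed alternatives, motif lists and the naming rule were set before the data were examined.

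Named features followed a rule: the 2 with the largest rise and the 2 with the largest fall among those called and with the groups fully separated (for differences of differences, called only). A fold against a group with at most 3 counts in every library is given as a lower bound. The files pair no gene model with a gene name. None of the 33820 IDs matched the reference table of gene symbols (0 matched), so IDs are printed as deposited and the fixed list of Wnt pathway and early response genes could not be looked up. In the motif tables the TCF rule matched 1 motif, TCFL2(HMG), and the bZIP list 19. AP-1(bZIP) is followed as well, and it was chosen after its values were seen.

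Replicate numbers are shared between head and foot groups of a time and treatment. They were taken to pair libraries where every same-numbered pair of head and foot libraries correlated above 0.1 in its deviations from the group means. That held for ATAC-seq counts of untreated tips at 3 h (r from 0.320 to 0.662 across peaks in 3 pairs). It also held for motif scores of untreated tips at 0 h (0.111 to 0.663 across motifs), of untreated tips at 12 h (0.197 to 0.543) and of iCRT14 tips at 0 h (0.109 to 0.498). The pairing comes from these values and from no label.

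Alternatives were DESeq2 size factors, the DESeq2 Wald test (DESeq2 1.42.0), library size alone, no filter on low counts, only the groups compared, the replicate number as a block, robust variance moderation, the deposited tables of untreated libraries, other thresholds and pseudocounts, and each replicate left out in turn. For RNA-seq each library of the groups compared was left out in turn, except that each replicate number was left out for the correlation at 3 h. For ATAC-seq and motif scores each replicate number was left out of all groups at once. Alternatives chosen after seeing the data were a fit on the libraries of 1 kit, a loess offset on abundance, the block in a fit of only the groups compared, and bZIP motifs by their family tag. Other splits of the samples were counted in fits of only the groups compared, on 5000 random peaks for ATAC-seq, with at most 100 splits (40 for RNA-seq contrasts of 4 groups).

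The count models were tested on simulated data with 200 changed features. These had a log2 fold change of 2 and were drawn from features with enough counts in every library. In the comparison of 2 groups the edgeR test recovered 198 of 200 among 20285 gene models, with 10 other calls, and 200 of 200 among 19741 peaks, with 7 other calls. The difference of differences recovered 190 of 200 gene models and 200 of 200 peaks. Between groups of the same simulated data with no feature changed there were 0 calls in both tables. In the simulation each feature varied between replicates to the same degree in all libraries, with no kit effect and no pairing. It therefore cannot show how pooling TruSeq and KAPA libraries, whose replicates differed in spread, affects the calls. The limma test on 332 simulated motifs recovered 97 of 100, and with none changed it made 1 call.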

Results

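RNA-seq and ATAC-seq libraries were made from head and foot regenerates of Hydra at 0, 3, 8 and 12 h after amputation, with and without the TCF/β-catenin inhibitor iCRT14. They comprised 42 RNA-seq libraries in groups of 3 and 71 ATAC-seq libraries in groups of 3 to 5. The study's title frames the question as whether injury sets off a head (oral) programme by default. The comparisons the design allows are head against foot at each time, each time against 0 h, iCRT14 against untreated tips, and whether these effects differ between the sides. RNA-seq totals ran from 13.5 to 44.1 M counts per library. ATAC-seq totals ran from 4.73 to 42.3 M counts in peaks.

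Before the comparisons, the RNA-seq libraries were arranged by principal components of the 2000 most variable gene models. The first component held 40.1% of the variance and separated the library kits. The 18 TruSeq libraries lay between 31.6 and 50.5, and the 24 KAPA libraries between -54.5 and 6.33. The median within-group SD of log2 CPM was 0.182 for TruSeq groups and 0.367 for KAPA groups. The kit is the same in head and foot libraries of a time and treatment. It changes between 8 h and 12 h in untreated tips, so in RNA-seq the time and the kit cannot be told apart there.

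**Figure D1:**
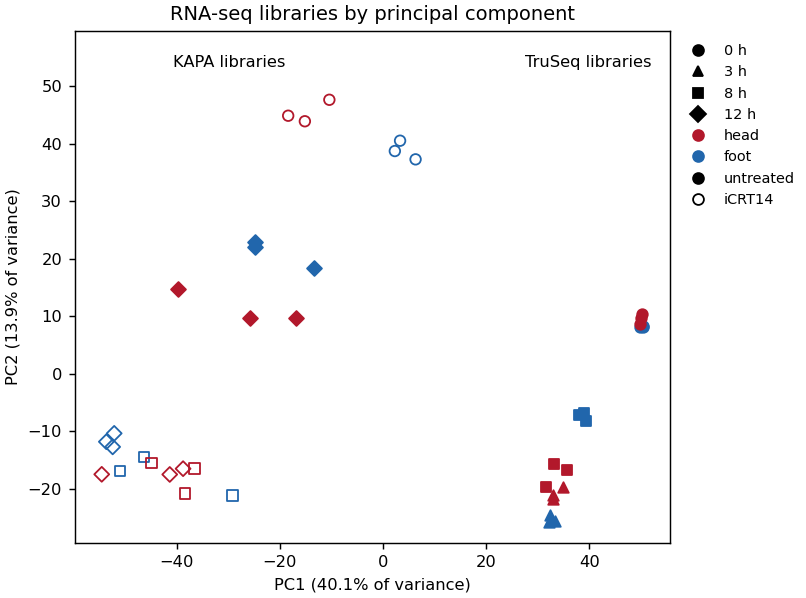
Principal components of the 42 RNA-seq libraries, with the first component (40.1% of variance) on the x axis and the second (13.9%) on the y axis. Each point is a library, with colour for side, marker for hours and fill for treatment. The untreated libraries at 0, 3 and 8 h lie at 31.6 or more on the x axis and all others at 6.33 or less.

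Head and foot regenerates were first compared without inhibitor, to ask when the sides become different. At 0 h, 179 of 20894 gene models differed (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p below 0.05), 69 higher in head and 110 higher in foot regenerates. The alternative that moved this count most was a fit of only the groups compared, which gave 556. Leaving out foot replicate 3 or head replicate 1 gave 114. At 3 h, 147 gene models differed, with 87 when foot replicate 3 was left out, 88 without head replicate 2 and 89 without head replicate 1. At 8 h the count was 420, of which 254 were higher in head regenerates, and it was 275 without foot replicate 3. At 12 h it was 1041, with 521 higher in head and 520 higher in foot regenerates. This last count rested on single libraries and on the fit. With only the groups compared the counts were 679 at 3 h, 966 at 8 h and 126 at 12 h, so that 12 h had the fewest calls. In the fit of all libraries the 12 h count was 2647 without head replicate 2 and 1777 without foot replicate 1, and 605 without head replicate 3 and 677 without foot replicate 2. In total, 327 gene models were called at both 8 h and 12 h, against 20.9 expected if the calls were independent, and all 327 had the same direction.

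Accessibility differed between the sides in 1969 of 108934 peaks at 0 h, 1016 at 3 h, 3616 at 8 h and 4088 at 12 h by the same test. The peaks more accessible in head regenerates made up 40.6% of the calls at 0 h, 47.4% at 3 h, 71.7% at 8 h and 64.0% at 12 h. With library size alone as the scaling, 414 of 1151 calls at 3 h were more accessible in head regenerates. Apart from fits with a replicate block, the alternative that moved the count at 0 h most was a fit of only the groups compared, which gave 4143 peaks. At 3 h, where same-numbered head and foot libraries deviated together, a fit of only those groups gave 6497 peaks with the replicate number as a block and 125 without it. At 8 h, where the numbers were not found to pair the libraries, the same block gave 5452, so whether the count rose from 3 h to 8 h depended on the fit. Leaving out 1 replicate number lowered the 0 h count to 987 (replicate 2), 1115 (replicate 3) and 1140 (replicate 4). The 3 h count fell to 263 without replicate 2, 366 without replicate 3 and 444 without replicate 1. The 12 h count fell to 2426, 2551 and 2695 without replicates 2, 3 and 4. Between 8 h and 12 h, 1346 called peaks were shared, against 136 expected, and 1302 of them kept their direction.

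**Figure D2:**
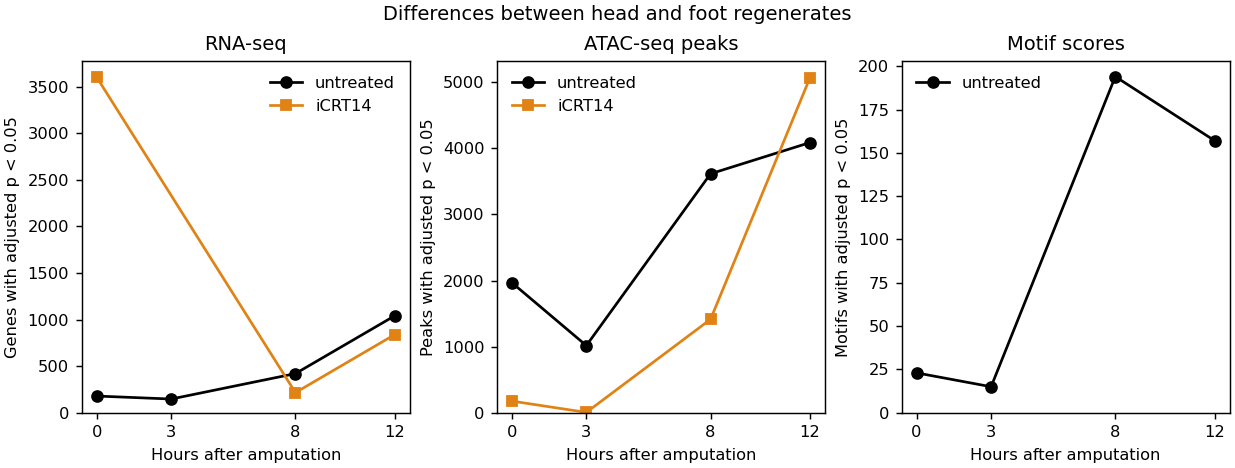
Number of gene models, peaks and motifs that differed between head and foot regenerates (adjusted p below 0.05, y axis) against hours after amputation (x axis), with separate lines for untreated and iCRT14 tips (motifs for untreated tips only). The 3602 gene models at 0 h in iCRT14 became 119 in a fit of KAPA libraries alone and 4878 in a fit of only the 2 groups compared. At 12 h, fits of only the 2 groups compared gave 126 gene models in untreated and 296 in iCRT14 tips. In untreated tips the gene model count was 147 at 3 h and 420 at 8 h. The peak count was 1016 at 3 h and 3616 at 8 h, but 6497 and 5452 with the replicate number as a block in fits of only the groups compared.

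The largest separations at 12 h were found in a gene model and a peak that were near background in foot regenerates. Gene model g33373 stood at 49.1 ± 4.95 CPM in head and 0.701 ± 0.0311 CPM in foot regenerates (SD, n = 3 each; log2 fold change 6.12, SE 0.43, edgeR adjusted p = 7.44e-13). Gene model g13528 stood at 2.47 ± 1.57 CPM in head regenerates and had 0 counts in all 3 foot libraries, which makes it at least 12.0-fold higher. The gene models named for the largest falls, g14574 and g16077, had 0 counts in the head libraries and were at least 2.45-fold and 2.31-fold higher in foot regenerates. Their calls were marginal. The adjusted p of g14574 was 0.0297 and rose to 0.163 without foot replicate 2, and that of g16077 was 0.0199 and rose to 0.133 without foot replicate 1. Both were also lost without head replicate 1 (0.0717 and 0.0550) and without head replicate 3 (0.110 and 0.0783).

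The peak with the largest head excess, peak 27500 (scaffold Sc4wPfr_177.1, 915851 to 916159), had 33.1 ± 3.03 CPM in head and 2.25 ± 0.652 CPM in foot regenerates at 12 h (SD, n = 5 each; log2 fold change 3.86, SE 0.29, adjusted p = 3.42e-18). Peak 110139 (scaffold Sc4wPfr_884, 104556 to 104880) had 9.69 ± 2.58 against 0.944 ± 0.453 CPM. In the other direction, peak 77209 (scaffold Sc4wPfr_484, 849856 to 850720) had 2.18 ± 0.634 CPM in head and 10.9 ± 2.34 CPM in foot regenerates. Peak 102366 (scaffold Sc4wPfr_772, 1597 to 1823) had at most 3 counts in every head library and was at least 2.30-fold higher in foot regenerates. No gene annotation of this assembly was used here, so neighbouring genes are not given.

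Motif deviation scores gave the same comparison at the level of transcription factor families. Head and foot regenerates differed in 23 of 332 motifs at 0 h (limma, adjusted p below 0.05), 15 at 3 h, 194 at 8 h and 157 at 12 h. At 0 h, where replicate numbers paired the libraries in these scores, the paired fit of only those groups gave 132 motifs, the largest move among the alternatives, and leaving out replicate 4 gave 13. The 3 h count was 4 without replicate 2 and 7 without replicate 3. It was 25 without replicate 5, which the 3 h groups lack, so only the rest of the fit changed. The TCF motif of the fixed list, TCFL2(HMG), did not differ between the sides at 0 h or 3 h (adjusted p = 0.724 and 0.990). At 8 h its score was 3.05 ± 0.719 in head and -1.12 ± 0.724 in foot regenerates (SD, n = 5 each; difference 4.17, SE 0.410, limma adjusted p = 1.00e-12). At 12 h it was 4.80 ± 1.21 against -0.956 ± 0.700 (difference 5.75, SE 0.410, adjusted p = 3.04e-18), with all 5 head libraries above all 5 foot libraries. By the naming rule the motifs with the largest head excess at 12 h were Atf1(bZIP), with a difference of 5.99, and Tcf4(HMG), with 5.88. The largest foot excess was in Fox:Ebox(Forkhead,bHLH), at -4.82, and E2A(bHLH), at -4.77.

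**Figure D3:**
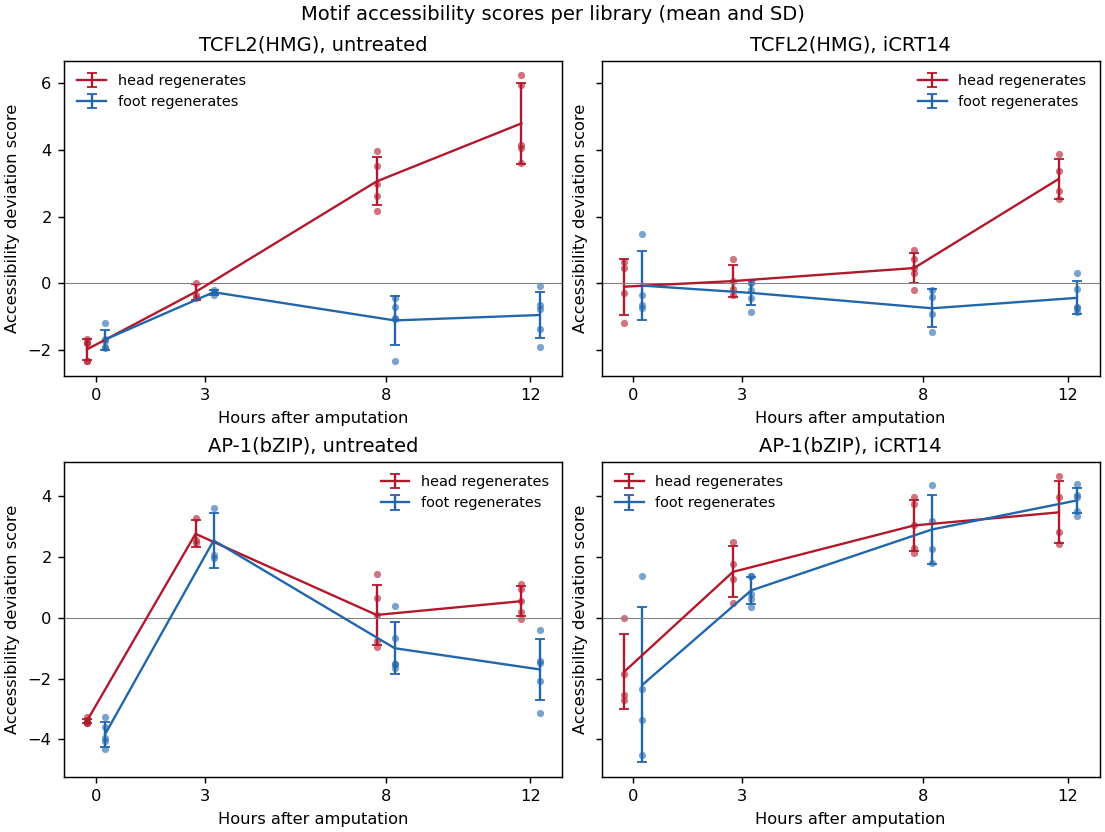
Deviation scores of TCFL2(HMG) and AP-1(bZIP) per ATAC-seq library (y axis) against hours after amputation (x axis), in untreated and iCRT14 tips. Points are libraries, and lines with bars give the mean and SD of head and foot regenerates. The TCFL2 score of untreated head regenerates rose to 4.80 at 12 h, and that of foot regenerates was -0.956.

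The early response was then measured as the change from 0 h to 3 h on each side. In head regenerates 839 gene models changed (569 up, 270 down) and in foot regenerates 973 (661 up, 312 down). In fits of only the groups compared these counts were 3172 and 3671. The head count was 535 without head replicate 1 at 0 h and 549 without replicate 2 at 0 h. The changes were shared between the sides: 640 gene models were called on both, against 39.1 expected for independent calls, and 639 of these changed in the same direction. Across all 20894 gene models the changes on both sides correlated with r = 0.522, where gene models are not independent replicates. Without filtering on low counts r was 0.197, and leaving out replicates gave 0.402 to 0.407. Accessibility changed in 12380 peaks in head and 16347 peaks in foot regenerates. The head count fell to 6963 without replicate 1 and 7581 without replicate 3. A total of 9154 peaks were called on both sides, against 1858 expected, and 9153 had the same direction. Across peaks r was 0.725, and 0.609 without replicate 1. The head and foot libraries used for these changes do not overlap. In ATAC-seq, however, same-numbered head and foot libraries deviated together at 3 h (r from 0.320 to 0.662), and r was 0.0318 to 0.296 at 0 h. The sides are thus not independent there. Shared deviations may raise both the correlation across peaks and the number of shared peaks.

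Single features with the largest early rise in head regenerates included g29487, at 14.6 ± 2.21 CPM at 3 h against at most 3 counts in each 0 h library (at least 106-fold higher). Gene model g9042 had 0 counts in all 3 head libraries at 0 h and 2.52 ± 1.05 CPM at 3 h (at least 18.3-fold higher). The largest falls, g21841 and g10611, were at least 4.39-fold and 2.83-fold lower at 3 h. The call of g21841 (adjusted p = 0.0422) was lost in each of the 6 fits that left out 1 library, with an adjusted p from 0.0696 without head replicate 2 at 0 h to 0.201 without head replicate 3 at 3 h. Among peaks, peak 98118 (scaffold Sc4wPfr_706.2, 502389 to 504629) rose from 10.5 ± 0.651 to 220 ± 110 CPM and peak 106947 (scaffold Sc4wPfr_844, 19408 to 20246) from 0.690 ± 0.161 to 17.0 ± 5.28 CPM. Peak 76931 (scaffold Sc4wPfr_483, 593301 to 593448) was at least 19.4-fold lower at 3 h. Peak 89709 (scaffold Sc4wPfr_6.1, 1152714 to 1152875) fell from 3.05 ± 1.15 to 0.0688 ± 0.0621 CPM. The 0 h groups had 5 and the 3 h groups 3 ATAC-seq libraries.

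**Figure D4:**
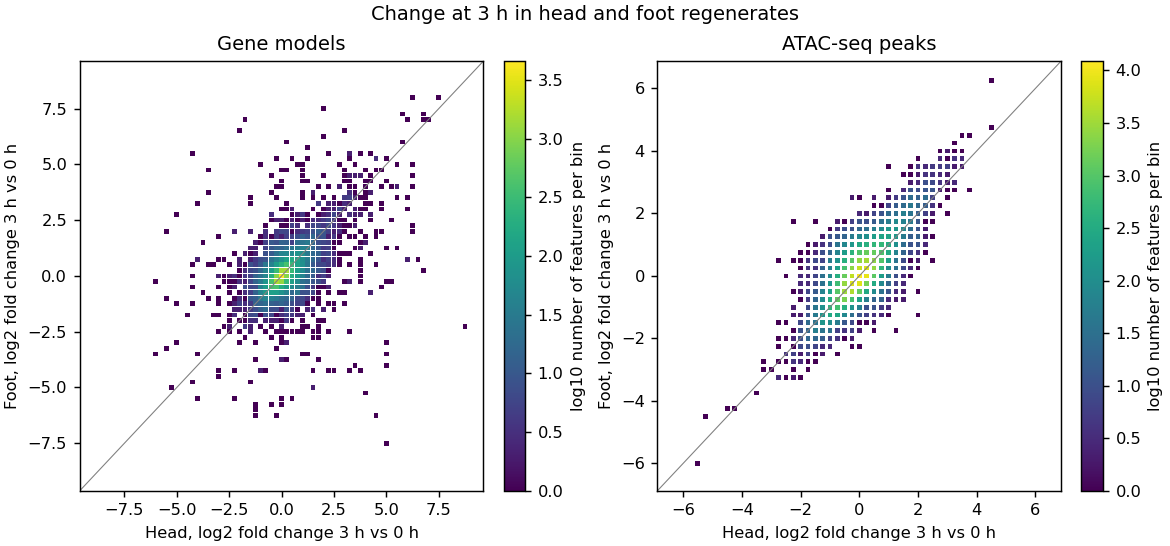
Log2 fold change from 0 h to 3 h in head regenerates (x axis) and in foot regenerates (y axis) for 20894 gene models and 108934 peaks, with colour for the number of features per bin on a log scale. The changes on both sides correlated with r = 0.522 for gene models and 0.725 for peaks.

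Motif scores were compared with 0 h as well. From 0 h to 3 h, 196 motifs changed in head and 219 in foot regenerates, and all 182 motifs called on both sides had the same direction. Among the 19 motifs of the bZIP list, 16 rose on each side, a count that was 16 as well when adjusted over the list alone, and 2 fell in foot regenerates. Of the other 313 motifs, 96 rose in head and 107 in foot regenerates. The odds ratio was 12.1 in head (Fisher's exact test, two-sided, p = 4.65e-06) and 10.3 in foot regenerates (p = 2.01e-05), and with bZIP motifs taken by their family tag it was 17.7 and 15.0. The list overlaps in sequence, so its motifs are not independent. The largest rises were in Atf1(bZIP), by 17.7 in head and 19.0 in foot regenerates, and JunD(bZIP), by 13.5 and 16.7. TEAD2(TEA) fell by 4.89 in head regenerates and fell by 6.76 in foot regenerates. TCFL2(HMG) rose by 1.73 in head (SE 0.474, adjusted p = 0.00123) and by 1.42 in foot regenerates (SE 0.474, adjusted p = 0.00703). Tcf4(HMG), tested after the results were seen, did not rise at 3 h (-0.344 in head, adjusted p = 0.649, and -0.961 in foot regenerates, adjusted p = 0.159). At 8 h and 12 h TCFL2(HMG) stood 5.04 and 6.79 above its 0 h score in head regenerates (SE 0.410, n = 5 libraries each). In foot regenerates the differences were 0.576 and 0.738 (adjusted p = 0.233 and 0.112). The latter call depended on the setting: without replicate 3 the 12 h difference was 0.984 with an adjusted p of 0.0488. In the deposited table of untreated libraries the foot differences were 1.93 at 8 h (adjusted p = 0.000194) and 1.69 at 12 h (adjusted p = 0.000581).

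Changes from 0 h were also measured at 8 h and 12 h. Without inhibitor, 1520 gene models differed from 0 h at 8 h in head and 1077 in foot regenerates. Fits of only the groups compared gave 4446 and 5028, so which side had more calls depended on the fit. With 1 library left out of the fit of all libraries, the head count ranged from 916 (without head replicate 1 at 8 h) to 1252. The foot count then ranged from 663 (without foot replicate 3 at 0 h) to 761. At 12 h, where the kit also changed, the counts were 8172 and 6430. Peaks that differed from 0 h numbered 16030 at 8 h and 24170 at 12 h in head regenerates, and 16312 and 16875 in foot regenerates. Without replicate 3 the 8 h counts were 7980 in head and 8080 in foot regenerates, and the foot count was 7397 without replicate 4. The head count at 8 h was 10407 without replicate 2. The 12 h foot count was 11153 without replicate 3 and 11213 without replicate 4. Peaks that opened were 43.9% of the 8 h calls in head and 40.1% in foot regenerates, and 58.6% and 63.5% with library size alone as the scaling. In the scores, 193 and 227 motifs had changed in head regenerates at 8 h and 12 h, and 179 and 210 in foot regenerates.

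Whether the response to time differed between the sides was tested as a difference of differences. At 3 h a single gene model differed, g9042, which is named because it was the only call (difference of log2 fold changes 10.79, SE 1.20, edgeR adjusted p = 4.84e-06). Its counts were 0 in all head libraries at 0 h and 39 to 82 in foot libraries at 0 h. Leaving out foot replicate 1 at 0 h gave 2 gene models. No peak differed at 3 h (0 calls, with 2991 peaks at an unadjusted p below 0.05), and without replicate 1 there were 2. That fit did not pair the libraries, although same-numbered head and foot libraries deviated together at 3 h. A fit of only the groups compared with these pairs as blocks, added after the results were seen, gave 729 peaks at 3 h, so the count of 0 depended on the fit. At 8 h, 61 gene models and 1345 peaks differed, and at 12 h 199 gene models and 1655 peaks. The 12 h gene count was 439 without head replicate 2 at 12 h. The peak count at 8 h was 760, 847 and 806 without replicates 2, 3 and 4, and at 12 h it was 871, 805 and 1028. Of the calls at 8 h, 85.3% of the peaks and 80.3% of the gene models changed more positively in head regenerates.

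Head-foot differences were next measured in iCRT14. The inhibitor was present from 2 h before amputation. At 0 h, 3602 gene models differed between the sides, against 179 in untreated tips. The fit used shapes this count: with KAPA libraries alone it was 119, with only the 2 groups compared it was 4878, and leaving out single libraries gave 1744 (without foot replicate 2) to 2836. At 8 h, 216 gene models differed, with 118 when head replicate 1 was left out and 358 without foot replicate 3. At 12 h, 839 differed, with 246 when head replicate 1 was left out and 2214 without head replicate 3. In fits of only the 2 groups compared the counts were 53 at 8 h and 296 at 12 h. KAPA libraries alone also gave fewer calls at both times. In the fit of all libraries, 248 of the 839 gene models were also called in untreated tips at 12 h, against 41.8 expected. Of these 248, 243 had the same direction.

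In ATAC-seq the sides differed in 176 peaks at 0 h in iCRT14, in 5 at 3 h, in 1414 at 8 h and in 5068 at 12 h. The 0 h count ran from 40 without replicate 3 to 297 without replicate 5. The 0 h groups in iCRT14 have no replicate 5, so in the latter fit only the other groups changed. The 8 h count was 870, 762, 889 and 749 without replicates 1, 2, 3 and 4. The 12 h count was 2217, 2357 and 2472 without replicates 3, 2 and 4. The 5 peaks at 3 h, named because they were so few, were peaks 16012 and 16013 (scaffold Sc4wPfr_135, 839914 to 841071 and 841899 to 843712), 104259 and 104260 (scaffold Sc4wPfr_802, 98494 to 99137 and 100604 to 101075) and 7408 (scaffold Sc4wPfr_1127.1, 121733 to 122171). All were higher in foot regenerates, and in each the library of replicate 1 was the highest, with 117998 counts in peak 16012 (group mean 3101 ± 5804 CPM in foot and 198 ± 72.1 CPM in head regenerates). Without replicate 1 none of the 108934 peaks was called (0 calls), while 333 were called without replicate 4 and 21 without replicate 5. At 12 h, 1244 called peaks were shared with the untreated comparison, against 190 expected, and 1180 had the same direction.

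The inhibitor was then compared with no treatment on each side. In RNA-seq this was possible at 12 h, where both groups used the KAPA kit: 3080 gene models differed in head and 4148 in foot regenerates. With KAPA libraries alone the counts were 1739 and 2399, and with only the groups compared 609 and 1891. In head regenerates g33449 and g9810 had 0 counts in the untreated libraries and were at least 9.59-fold and 6.16-fold higher in iCRT14, while g9442 was at least 3.06-fold lower. The call of g18056 (adjusted p = 0.0354), at least 1.13-fold lower, was lost without any 1 of the head libraries except untreated replicate 2, with an adjusted p up to 0.128 without iCRT14 replicate 3.

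In ATAC-seq, iCRT14 and untreated tips differed in 13974 peaks in head and 21103 peaks in foot regenerates at 0 h. The counts were 15496 and 18843 at 3 h, 18769 and 19681 at 8 h, and 6074 and 4659 at 12 h. At 0, 3 and 8 h an effect of iCRT14 and a separate preparation of the untreated libraries cannot be told apart. Most of these counts rested on more than 1 replicate number. Among head calls the 3 h count was 9341, 8961 and 9394 without replicates 2, 3 and 4, and the 0 h count 8524 and 8608 without replicates 2 and 3. The 12 h head count was 3667, 1981 and 2981 without replicates 2, 3 and 4. Among foot calls the 0 h count was 11494, 9639 and 11801 without replicates 2, 3 and 4. The 3 h foot count was 10877 and 10143 without replicates 2 and 3, the 8 h foot count 11826 and 12782 without replicates 3 and 4, and the 12 h foot count 3102, 2445 and 2997 without replicates 2, 3 and 4. Peaks more accessible in iCRT14 were 37.3% of the head calls at 0 h and 31.6% of the foot calls at 3 h. With library size alone as the scaling, the shares were 50.8% and 46.6%. For the other calls that moved in this way, library size alone gave 48.3% against 37.0% in head regenerates at 3 h and 64.1% against 44.4% in foot regenerates at 0 h. A loess offset on abundance gave 42.5% in foot regenerates at 3 h.

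At 12 h in head regenerates peak 27500 fell from 33.1 ± 3.03 CPM (SD, n = 5) to 4.83 ± 2.73 CPM (n = 4) in iCRT14 (log2 fold change -2.74, SE 0.29, edgeR adjusted p = 2.86e-11). Peak 110741 (scaffold Sc4wPfr_899, 586337 to 586650) rose from 1.58 ± 0.341 to 11.3 ± 4.22 CPM and peak 11949 (scaffold Sc4wPfr_124, 678555 to 678721) from 1.94 ± 0.690 to 12.8 ± 7.69 CPM. Peak 7346 (scaffold Sc4wPfr_1127, 748776 to 748920) fell from 14.0 ± 19.0 to 2.06 ± 1.40 CPM, and its call rested on replicate 1, without which the adjusted p was 0.142. Gene model g33373 stood at 10.1 ± 1.24 CPM in iCRT14 head regenerates and at 1.21 ± 1.00 CPM in iCRT14 foot regenerates at 12 h (SD, n = 3 each). It had risen to 5.36 ± 1.96 CPM in head and 6.47 ± 1.04 CPM in foot regenerates at 3 h without inhibitor. At 8 h without inhibitor it stood at 34.8 ± 3.24 CPM in head and 1.01 ± 0.514 CPM in foot regenerates. At 8 h in iCRT14 the sides were alike, at 5.26 ± 1.86 CPM in head and 5.08 ± 1.04 CPM in foot regenerates. The kit differs between the treatments at 8 h.

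**Figure D5:**
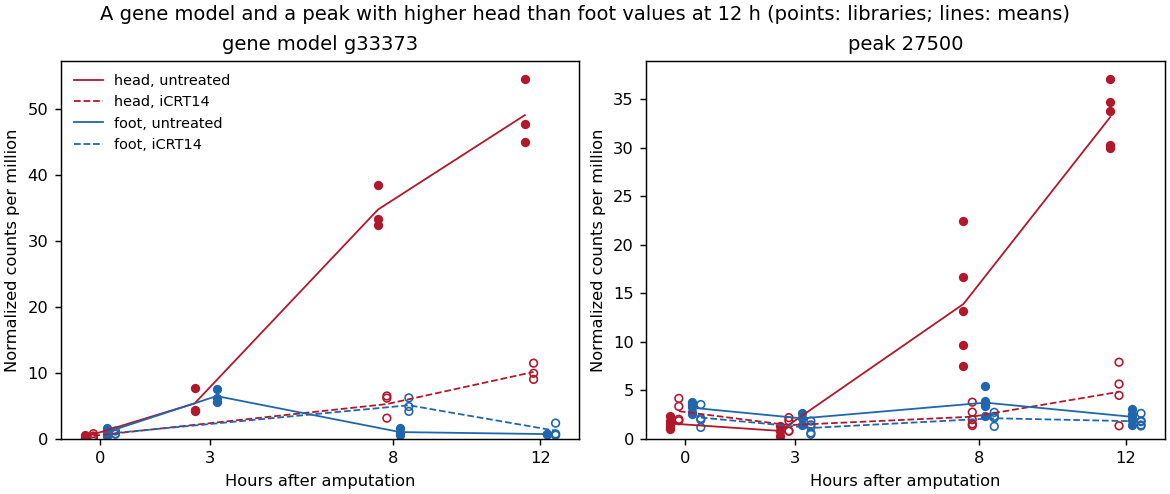
Normalized counts (CPM, y axis) of gene model g33373 and peak 27500 in each library (points) against hours after amputation (x axis), with lines through group means for head and foot regenerates in untreated and iCRT14 tips. At 12 h the untreated head regenerates stand at 49.1 CPM for the gene model and 33.1 CPM for the peak, and the iCRT14 head regenerates at 10.1 and 4.83 CPM.

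Motif scores differed between iCRT14 and untreated tips in 138 motifs in head and 132 in foot regenerates at 3 h, and in 127 and 117 at 12 h. The 12 h head count was 65 without replicate 3 and 84 without replicate 4. The TCFL2(HMG) score at 12 h was 3.13 ± 0.609 in iCRT14 head regenerates (SD, n = 4), lower than in untreated head regenerates by a difference of -1.66 (SE 0.435, limma adjusted p = 0.00174), and the libraries of these groups overlapped. In iCRT14 the score was still higher in head than in foot regenerates at 12 h (difference 3.57, SE 0.435, adjusted p = 4.14e-09). At 3 h it did not differ between iCRT14 and untreated tips in head (0.326, adjusted p = 0.650) or foot regenerates (-0.0207, adjusted p = 0.982). At 0 h, tested after the results were seen, it was higher in iCRT14 by 1.88 in head (SE 0.435, adjusted p = 0.000207) and by 1.62 in foot tips (SE 0.435, adjusted p = 0.00130). Of the 19 bZIP motifs, 10 were higher in iCRT14 in head regenerates at 12 h, the same count adjusted over the list alone, and 15 in foot regenerates (17 adjusted over the list alone). At 3 h, 2 were higher and 7 lower in iCRT14 in head regenerates (8 lower adjusted over the list alone), and 9 were lower in foot regenerates (9 lower and 1 higher adjusted over the list alone). By the naming rule Atf1(bZIP) and CRE(bZIP) rose most on both sides. Sox4(HMG) and Nr5a2(NR) fell most in head regenerates, with differences of -4.08 and -2.88, and Smad4(MAD) and Smad2(MAD) in foot regenerates, with differences of -4.82 and -3.88.

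Because calls in untreated and in treated tips cannot be compared by their number alone, the head-foot difference kept in iCRT14 at 12 h was measured in replicates that had no part in choosing the features. Gene models called in the other replicates differed by a median of 1.38 ± 0.29 log2 units in the held-out untreated libraries and 0.73 ± 0.23 in the held-out iCRT14 libraries (SD over 3 replicates). The ratio was 0.527 ± 0.148 with 109 to 154 gene models chosen. It was 0.427 ± 0.154 with only 10 to 11 chosen at an adjusted p below 0.001. The stricter choice moved it from 0.692 to 0.333 in replicate 1, from 0.407 to 0.353 in replicate 2 and from 0.480 to 0.609 in replicate 3. For peaks the medians were 0.56 ± 0.05 and 0.36 ± 0.11 over 4 replicates, and the ratio was 0.650 ± 0.170, ranging from 0.412 in replicate 1 to 0.822 in replicate 4. All 3 gene ratios and all 4 peak ratios lay below 1. The features were chosen for their difference in untreated tips, and differences present only there lower the ratio. No ratio was measured for features chosen in iCRT14 tips. The values therefore do not show that head and foot regenerates differ less in iCRT14 over all features.

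The difference of the inhibitor's effect between the sides was tested directly. It was past the threshold for 130 gene models at 12 h, of which 108 had a more negative effect in head regenerates, for 787 peaks (568 with a more positive effect in head regenerates) and for 27 motifs. In a fit of only the groups compared the gene count was 21, and it was lower with KAPA libraries alone as well. In the fit of all libraries it was 511 without untreated head replicate 2 and 261 without iCRT14 head replicate 3. It was 77, 83, 78, 82 and 80 without iCRT14 foot replicate 3, iCRT14 foot replicate 2, iCRT14 head replicate 2, iCRT14 head replicate 1 and untreated head replicate 1. The peak count was 452, 337 and 403 without replicates 2, 3 and 4, and the motif count 9, 4 and 7. The TCFL2(HMG) difference was -2.18 (SE 0.598, limma adjusted p = 0.0204), which rose to an adjusted p of 0.0576 without replicate 1, 0.0624 without replicate 2, 0.151 without replicate 3 and 0.0958 without replicate 4. The gene model with the largest positive difference, g2198, had 0 counts in the iCRT14 foot libraries and 0.894 ± 0.437 CPM in the iCRT14 head libraries (adjusted p = 0.00101). Its untreated values were 3.46 ± 1.18 CPM in foot and 1.70 ± 0.200 CPM in head libraries, so its means were lower in iCRT14 on both sides. The one with the second most negative difference, g2168, was called at an adjusted p of 0.00298, and at 0.0882 in a fit of only the groups compared. The calls of g30576 and g25723 were lost in fits that left out 1 library, with an adjusted p of 0.140 for g30576 without iCRT14 foot replicate 3 and 0.0701 for g25723 without untreated foot replicate 1. At 8 h, where the kit is shared by the sides but not by the treatments, the effect differed for 95 gene models and 212 peaks, of which 26 had a more positive and 186 a more negative effect in head regenerates, the other balance than at 12 h. The gene count was 42 in a fit of only the groups compared and 163 without iCRT14 foot replicate 3. The peak count was 117, 61, 104 and 67 without replicates 1, 2, 3 and 4.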

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

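The tests of leaving out 1 library for RNA-seq and motif results, the counts of other splits for motif scores, the separate count of splits that mix the sides in both parts of a difference of differences, and the fits with pairs as blocks were chosen only after the results were seen. In 85 tests, each of the values of 1 feature or of depth within 1 group of 4 or more libraries, 7 had a library far from the others, against 4.25 expected by chance if the tests were independent. They are not, since 5 of the 7 are the same library, foot replicate 1 at 3 h in iCRT14. In 2 of the 7 the library was also the deepest or shallowest of its group.

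All 5 peaks called between head and foot regenerates at 3 h in iCRT14 were such cases, each through foot replicate 1. The gap from this library to the next, divided by the range of the group, was 0.904 for peak 7408, 0.915 for peak 16012, 0.910 for peak 16013, 0.975 for peak 104259 and 0.987 for peak 104260. These peaks lie on 3 scaffolds, so they are not 5 separate events. In peak 16012 the library stood at 13454 CPM and the other 4 foot libraries at 117 to 1249 CPM. Without replicate 1 none of the 5 was called (0 calls; with it 9702 peaks were at an unadjusted p below 0.05). In 5000 random peaks the real split gave 0 calls, which all 100 of 100 splits of the 9 libraries reach, so the splits decide nothing here. A mixed or damaged library and a copy number difference were not tested, and no biological explanation was tested.

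The other cases were single peaks at 12 h. In iCRT14 head regenerates replicate 1 had 5.01 CPM in peak 110741 against 13.1 to 13.7 CPM in the other 3 (gap over range 0.932). In untreated head regenerates replicate 1 had 47.7 CPM in peak 7346 against 3.46 to 9.59 CPM in the other 4 (0.861). The call of peak 7346 between iCRT14 and untreated tips was lost without replicate 1 (adjusted p 0.142). The cause was not tested.

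The remaining results in this part are differences of an effect between head and foot regenerates, each tested as a difference of differences. For the change from 0 h to 3 h this gave 1 gene model, g9042, in a fit of all libraries. In a fit of only the 12 libraries the real split gave 7 calls, and 3 of the 40 splits gave as many. The other 2 kept the head and foot libraries apart at 0 h or at 3 h and so kept a head-foot difference, and among the 32 splits made up of the real one and those that mix the sides at both times only the real one was as large. The splits count calls in any gene model and say nothing about g9042 itself. Its head libraries at 0 h all had 0 counts and its counts are not whole numbers, so reads divided among similar gene models may matter. That was not tested.

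For the change from 0 h to 8 h the difference covered 61 gene models and 1345 peaks. In gene models 1 of the 40 splits of the 12 libraries gave as many calls, the real one. In peaks it was 1 of the 100 splits of the 20 libraries. The lowest counts when 1 library or replicate number was left out were 44 gene models and 760 peaks (without replicate 2), which argues against a single library as the whole source. After thinning all ATAC-seq libraries to 4.72 M counts, 171 of 20000 peaks were called against 250 at full depth, so sequencing depth accounts for at most a part. A difference between regenerating sides is a hypothesis that remains open. It was found and tested on the same data.

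For the change from 0 h to 12 h it covered 199 gene models and 1655 peaks. Among gene models 1 of the 40 splits gave as many calls, and among peaks 2 of the 100 splits, of which the other gave 154 against 149 in 5000 peaks and kept the sides apart at 12 h. The count was at least 139 gene models and 805 peaks (without replicate 3) when 1 library or replicate number was left out, and it was 439 gene models without head replicate 2 at 12 h. Thinning gave 237 peaks against 372. The 12 h RNA-seq libraries were made with another kit than the 0 h libraries, but on both sides alike. For 84.4% of the 199 gene models head against foot at 8 h, in libraries of the kit used at 0 h, had the direction of the 12 h difference of differences (84.4%, 82.9% and 79.4% in replicates 1, 2 and 3), against 55.5% of the gene models not called, a share added after the results were seen. This argues against the kit as the whole cause. It is not a test of the difference of differences at 8 h.

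The effect of iCRT14 differed between the sides at 8 h for 95 gene models and 212 peaks. In gene models 9 of the 40 splits of the 12 libraries gave as many calls, and 6 of the 32 made up of the real one and those that mix the sides in both treatments, so these are weakly supported. In 5000 random peaks the real split gave 0 calls, which all 100 of 100 splits reach, so the splits decide nothing for the peaks. Leaving out 1 library gave at least 64 gene models and up to 163 (without iCRT14 foot replicate 3). The peak count fell to 61 without replicate 2, 67 without replicate 4, 104 without replicate 3 and 117 without replicate 1, and it was 52 in a fit of only the groups compared and 411 in one with same-numbered head and foot libraries as blocks. Thinning to one depth gave 20 peaks against 39. With the axis along which replicate KAPA libraries differ as a covariate, 178 gene models were called, so that axis does not account for the count. Other groupings of the RNA-seq libraries do reach it.

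At 12 h the effect of iCRT14 differed between the sides for 130 gene models, 787 peaks and 27 motifs. In a fit of only the 12 libraries the real split gave 21 gene models. Of the 40 splits 3 gave as many calls, and in peaks and in motifs 3 of the 100 splits each did. In every case the other 2 kept the sides apart in one of the treatments, and among the real split and those that mix them in both (32, 97 and 97 together) only the real one was as large. For gene models the splits thus leave grouping undecided. The axis of the KAPA libraries as a covariate gave 169 gene models. Leaving out 1 library gave 77 gene models (without iCRT14 foot replicate 3) to 511 (without untreated head replicate 2), with 261 without iCRT14 head replicate 3. Leaving out 1 replicate number gave 337 peaks at the lowest (without replicate 3). Thinning gave 108 peaks against 168, and log2 depth as a covariate gave 32 motifs, so sequencing depth accounts for at most a part of the peak count and not for the motif count. The motif count fell to 4 without replicate 3, 7 without replicate 4 and 9 without replicate 2. One library or replicate number, and too few libraries after leaving one out, cannot be told apart for the motifs.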

How the results depend on the processing

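The fits on the libraries of 1 kit, the loess offset on abundance, the replicate block in a fit of only the groups compared, also with a block for each pair within time and treatment, and the bZIP family tag are tests chosen only after the results were seen. The 72 results that answer a comparison were recomputed under 823 alternatives, of which 622 stayed within the limits set (a count within 1.5 times, a value within its spread). Counts below are calls at an adjusted p below 0.05 in untreated tips unless iCRT14 is named, "head-foot" is head against foot regenerates, and "side by time" and "side by treatment" are differences of differences. Of 796 alternatives for named features, 736 kept their direction and side of the threshold, 49 lost the call, 7 gained one and 4 reversed.

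Replacing TMM by DESeq2 size factors moved no count by over 1.5 times. The DESeq2 Wald test gave, for RNA-seq, head-foot 8 h iCRT14 335, head-foot 12 h iCRT14 1556, side by time 3 h 2 and 8 h 105, and side by treatment 8 h 158. For ATAC-seq it gave head-foot 0 h iCRT14 363, head-foot 3 h iCRT14 24 and side by treatment 8 h 333. The deposited tables of untreated libraries gave head-foot 3 h 1532 for peaks and head-foot 0 h 41 and 3 h 8 for motifs. The loess offset gave head-foot 8 h iCRT14 2241 and side by treatment 8 h 354 for peaks. Without a filter on low counts the correlation of head and foot changes at 3 h was 0.197 for gene models and 0.666 for peaks. The cause was not tested for any of these. Library size alone moved the median log2 fold change of all peaks by more than 0.1 in 2 of 27 comparisons, by up to 0.12 (8 h from 0 h in foot regenerates).

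The choice of libraries in the fit moved many counts. The median SD of log2 CPM within groups was 0.182 in TruSeq and 0.367 in KAPA groups, but whether pooling these caused the moves was not tested. Within TruSeq libraries RNA-seq counts rose: head-foot 0 h 508, 3 h 554 and 8 h 1245, the change from 0 h at 3 h 2903 in head and 3471 in foot regenerates and at 8 h 5245 and 5082, and side by time 3 h 2 and 8 h 294. Within KAPA libraries they fell: head-foot 12 h 456, head-foot iCRT14 0 h 119, 8 h 89 and 12 h 179, effect of iCRT14 at 12 h 1739 in head and 2399 in foot regenerates, change from 0 h to 8 h in iCRT14 2570 and 3482, and side by treatment 12 h 41. With only the groups compared, RNA-seq gave head-foot 0 h 556, 3 h 679, 8 h 966 and 12 h 126, and head-foot iCRT14 0 h 4878, 8 h 53 and 12 h 296, so the 0 h count rose there while it fell to 119 within KAPA libraries. Changes from 0 h were 3172 in head and 3671 in foot regenerates at 3 h, 4446 and 5028 at 8 h, and 2712 in iCRT14 foot regenerates at 8 h. The effect of iCRT14 at 12 h was 609 in head and 1891 in foot regenerates, side by time 3 h 7, 8 h 222 and 12 h 98, and side by treatment 8 h 42 and 12 h 21.

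For ATAC-seq the fit of only the groups compared gave head-foot 0 h 4143, 3 h 125 and 12 h 6273, head-foot iCRT14 0 h 1183, 3 h 3 and 8 h 349, the effect of iCRT14 in head regenerates 21729 at 0 h, 9269 at 3 h and 10069 at 8 h, side by time 12 h 3119, and side by treatment 8 h 52 and 12 h 1271. For motifs it gave head-foot 0 h 82 and 3 h 0 (56 at an unadjusted p below 0.05 in the fit of all libraries). The replicate number as a block gave head-foot 3 h iCRT14 21 and side by time 3 h 1 for peaks, and head-foot 3 h 23 for motifs. The block in a fit of only the groups compared gave, for peaks, head-foot 0 h 8485, 3 h 6497, 8 h 5452 and 12 h 8787, head-foot iCRT14 0 h 1436, 3 h 0 and 12 h 8766, and for motifs head-foot 0 h 132. With a block for each same-numbered head and foot pair within time and treatment, side by time was 729 at 3 h, 4001 at 8 h and 5640 at 12 h and side by treatment 411 at 8 h and 2232 at 12 h for peaks, and side by treatment 12 h 57 for motifs. The numbers paired the libraries by the check on correlated deviations only for peaks of untreated tips at 3 h and for motif scores of untreated tips at 0 h and 12 h and of iCRT14 tips at 0 h, and not for RNA-seq. The cause of the other moves was not tested.

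Leaving out 1 library of the groups compared gave these RNA-seq ranges: head-foot 0 h 114 to 146, 3 h 87 to 129, 8 h 275 to 333 and 12 h 605 to 2647, head-foot iCRT14 0 h 1744 to 2836, 8 h 118 to 358 and 12 h 246 to 2214, change from 0 h in head regenerates at 3 h 535 to 601 and at 8 h 916 to 1252 and in foot regenerates at 8 h 663 to 761, side by time 3 h 1 to 2 and 12 h 139 to 439, and side by treatment 8 h 64 to 163 and 12 h 77 to 511. The correlation at 3 h was 0.402 to 0.407 over 3 fits that each left out a replicate number and not 1 library. Fewer libraries lower counts. Where a count rose (up to 2647 without head replicate 2 at 12 h, 2214 without iCRT14 head replicate 3, 439 and 511 without head replicate 2 at 12 h, 358 and 163 without iCRT14 foot replicate 3 at 8 h), the cause was not tested.

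Leaving out 1 replicate number gave these ATAC-seq ranges: head-foot 0 h 987 to 1916, 3 h 263 to 1182 and 12 h 2426 to 3501, head-foot iCRT14 0 h 40 to 297, 3 h 0 to 333, 8 h 749 to 1191 and 12 h 2217 to 5881, change from 0 h in head regenerates at 3 h 6963 to 11702 and at 8 h 7980 to 17535 and in foot regenerates at 8 h 7397 to 16734 and at 12 h 11153 to 18522. The effect of iCRT14 was, in head regenerates, 8524 to 13625 at 0 h, 8961 to 16544 at 3 h and 1981 to 6782 at 12 h, and in foot regenerates 9639 to 27950 at 0 h, 10143 to 19462 at 3 h, 11826 to 19467 at 8 h and 2445 to 4375 at 12 h. Side by time was 0 to 2 at 3 h, 760 to 1153 at 8 h and 805 to 1677 at 12 h, side by treatment 61 to 184 at 8 h and 337 to 767 at 12 h, and the correlation at 3 h 0.609 to 0.722. For motifs the ranges were head-foot 0 h 13 to 21 and 3 h 4 to 25. The effect of iCRT14 in head regenerates at 12 h ranged from 65 to 130, and side by treatment 12 h from 4 to 23. The highest counts of head-foot 3 h (peaks and motifs) and of head-foot iCRT14 0 h (peaks) came without replicate 5. Those groups lack that replicate, so only the rest of the fit changed.

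The 4 reversals were all of TCFL2(HMG) differences near 0 that no fit called. The effect of iCRT14 in foot regenerates at 3 h was -0.0207, and 0.0872 with the replicate block, 0.0813 without replicate 2 and 0.0168 without replicate 4 (from -0.0947 to 0.0813 across the 5 fits without 1 replicate number). The head-foot difference at 3 h was 0.00767, and -0.0934 without replicate 3 (to 0.0599 without replicate 1). The TCFL2 effect of side by treatment at 12 h had an adjusted p of 0.0576 to 0.151 without replicates 1, 2, 3 or 4.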

Other observations

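The tests in this part of the library kit as a source of the 12 h changes, of a separate preparation of early untreated libraries, of the timing of the TCFL2 score and of its 8 h effect with depth, and of the fall of the AP-1 score were chosen only after the results were seen, as were the splits counted for motif scores. The other sequencing depth tests and the abundance and KAPA axis tests were chosen before. That the axis scores were compared between the sides, and that a real count of 0 was read as undecided, was also chosen after the results were seen.

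Other splits of the libraries were counted for each comparison of 2 groups, in fits of only those groups. With 3 against 3 RNA-seq libraries there are 10 splits, so a share below 0.1 cannot be reached. For 18 of the 19 RNA-seq comparisons 1 of the 10 splits, the real one, gave as many calls. The exception was head against foot at 8 h in iCRT14, where 2 of the 10 splits did and the other gave 109 calls against 53. For ATAC-seq, head against foot at 0 h without inhibitor had 2 of the 100 splits of the 10 libraries with as many calls in 5000 peaks. The other split exchanged head replicate 5 and foot replicate 1 and gave 351 against 233. Head against foot at 3 h without inhibitor had 1 of the 10 splits of the 6 libraries (5 calls, with at most 1 in another). Head against foot at 0 h in iCRT14 and iCRT14 against untreated head tips at 3 h had 1 of the 35 splits each. The change from 0 h to 3 h on each side and iCRT14 against untreated foot tips at 3 h had 1 of the 56 splits each. In the other ATAC-seq comparisons of 2 groups, apart from head against foot at 3 h in iCRT14, it was 1 of the 100 splits each. For motif scores the real split alone was as large, as 1 of the 100, 56 or 35 splits, except for head against foot at 3 h. There the fit of only those 6 libraries made 0 calls, against 15 in the fit of all libraries (56 motifs at an unadjusted p below 0.05), and all 10 of 10 splits reach 0, so the splits decide nothing there. The same holds for head against foot peaks at 3 h in iCRT14 and for the difference between the sides in the change of peaks from 0 h to 3 h, where the real split gave 0 calls in 5000 peaks and all 100 of 100 splits reach that. Among the 14 splits of the 0 h motif scores that part 5 same-numbered pairs only the real one was as large, and so it was at 12 h.

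The many gene models that differed between head and foot regenerates at 0 h in iCRT14 (3602, against 179 without inhibitor) may come from an axis along which replicate KAPA libraries differ. The axis was taken from KAPA libraries after 0 h and held 21.8% of their variance within groups. Across genes it correlated with the head-foot difference at 0 h in iCRT14 with an absolute r of 0.647, and at 0 h without inhibitor with 0.0330. In iCRT14 the absolute r was 0.506 at 12 h and 0.0217 at 8 h, and these values do not show the sign. With the axis as a covariate 133 gene models were called at 0 h in iCRT14, but the head libraries there scored 30.3 to 39.9 on the axis and the foot libraries -24.5 to -21.7. The covariate thus followed the side, and the fall to 133 decides nothing. The axis and a difference between head and foot tips cannot be told apart at 0 h in iCRT14. At 12 h in iCRT14 the count was 443 with the axis against 839 without it. There the foot libraries all scored positive, up to 34.8, while head replicates 1 and 2 scored -31.7 and -31.9. Those scores lay the other way round from 0 h, but head replicate 3 scored 24.5. At 8 h in iCRT14 foot replicate 1 scored 62.2 and foot replicate 3 -38.9. The axis thus had no fixed direction between the sides, and it also varied between replicates of one side. What the axis stands for was not tested.

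A change of library kit may add to the gene models that differed between 12 h and 0 h without inhibitor (8172 in head and 6430 in foot regenerates). The difference between the kits cannot be measured on the same tissue here. The difference between iCRT14 tips (KAPA) and untreated tips (TruSeq) at 0 h on one side correlated with the change from 0 h to 12 h on the other with r = 0.632 for the head change and 0.676 for the foot change across genes. For changes within the TruSeq kit r was 0.141 to 0.216. An effect of iCRT14 that resembles the change with time would give such a correlation as well.

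In ATAC-seq more peaks differed between iCRT14 and untreated tips before 12 h than at 12 h. The counts were 13974 to 21103 at 0, 3 and 8 h, and 6074 and 4659 at 12 h. A trend of the fold change with abundance was present at the early times, with a median log2 fold change of 0.22 in the lowest and -0.10 in the highest quintile of abundance in head tips at 0 h. Removing it by a loess offset left 14835 peaks there, against 7192 and 5496 at 12 h. Thinning all libraries to 4.72 M counts left 1452 of 20000 peaks in head tips at 0 h, against 823 and 592 at 12 h. Neither the trend nor depth thus accounts for the whole pattern. Untreated libraries before 12 h prepared apart from the others is a candidate explanation that the labels do not record. The iCRT14 difference at 0 h in head tips correlated with the untreated change from 0 h to 12 h in foot tips with r = 0.421 across peaks, and with the change from 0 h to 3 h and 8 h, where no such difference is supposed, with r = 0.343 and 0.358. With the sides exchanged r was 0.495 at 12 h, 0.299 at 3 h and 0.572 at 8 h, so the 12 h values do not stand apart in these correlations. The iCRT14 differences at 0, 3 and 8 h correlated with each other within a side with r from 0.320 to 0.529. With the difference at 12 h, r was 0.0285, -0.0174 and 0.289 in head tips for 0, 3 and 8 h. In foot tips it was 0.0881, 0.0677 and 0.212. The effect at 12 h thus stood apart from those at 0 and 3 h, and less so from that at 8 h. A separate preparation and an early effect of iCRT14, which was present for 2 h before amputation, cannot be told apart, since both fall on the same groups.

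The TCFL2(HMG) score in iCRT14 head regenerates was 0.455 ± 0.444 at 8 h and 3.13 ± 0.609 at 12 h (SD), against 3.05 ± 0.719 and 4.80 ± 1.21 without inhibitor. A later rise of the score with iCRT14 may explain this. The iCRT14 effect at 12 h exceeded that at 8 h by 0.935 (SE 0.598), with an adjusted p of 0.287, and with log2 depth as a covariate the difference was -0.164. At 8 h alone the score was lower with iCRT14 by a difference of -2.60 (adjusted p 4.31e-07), and of -1.78 with log2 depth as a covariate (adjusted p 0.00454), which argues against sequencing depth as the whole cause of the 8 h effect. At 0 h, tested after the results were seen, the score was higher with iCRT14 in head tips, by 1.88 (adjusted p 0.000207), so the effect had the other sign there. The cause of that was not tested. For the difference between the effects at 12 h and 8 h, a later rise, a smaller rise and sequencing depth cannot be told apart with these 4 to 5 libraries per group.

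The AP-1(bZIP) score fell from 3 h to 12 h without inhibitor, by a difference of -2.22 in head (adjusted p 0.00419) and -4.24 in foot regenerates (3.44e-07). In iCRT14 it rose by 1.96 (0.0146) and 2.96 (3.79e-05). The difference of these changes had an adjusted p of 0.000273 in head and 7.80e-09 in foot regenerates. With log2 depth as a covariate it was 5.57 and 8.44, which argues against sequencing depth. A separate preparation of the 3 h untreated libraries is argued against as the whole cause by the comparison within 12 h, where iCRT14 tips stood higher by 2.92 in head and 5.56 in foot regenerates. It may still add to the fall without inhibitor. At 3 h the score was not higher with iCRT14, with a difference of -1.25 from untreated tips in head (adjusted p 0.164) and -1.65 in foot regenerates (0.0507). That the score does not fall after 3 h with iCRT14 is a hypothesis, found and tested on the same data.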
